# *Ednrb* ^*−/−*^ mice with hirschsprung disease are missing Gad2-expressing enteric neurons in the ganglionated small intestine

**DOI:** 10.3389/fcell.2022.917243

**Published:** 2022-07-26

**Authors:** Sukhada Bhave, Richard A. Guyer, Nicole Picard, Meredith Omer, Ryo Hotta, Allan M. Goldstein

**Keywords:** hirschsprung disease, enteric nervous system, enteric neurons, endothelin receptor type B, single-cell RNA sequencing

## Abstract

Hirschsprung disease is most often characterized by aganglionosis limited to the distal colon and rectum, and mice lacking the Endothelin receptor type B (Ednrb) faithfully recapitulate this phenotype. However, despite the presence of enteric ganglia in the small intestine, both human patients and Ednrb−/− mice suffer from dysmotility and altered gastrointestinal function, thus raising the possibility of enteric nervous system (ENS) abnormalities proximal to the aganglionic region. We undertook the present study to determine whether abnormalities with the ENS in ganglionated regions may account for abnormal gastrointestinal function. We performed single-cell RNA sequencing on ENS cells from the small intestine of Ednrb−/− mice and compared the results to a published single-cell dataset. Our results identified a missing population of neurons marked by the enzyme Gad2, which catalyzes the production of *γ*-Aminobutyric acid (GABA), in the small intestine of Ednrb−/− animals. This result was confirmed by immunostaining enteric ganglia from Ednrb−/− mice and their wild-type littermates. These data show for the first time that ganglionated regions of the Hirschsprung gut lack a neuronal subpopulation, which may explain the persistent gastrointestinal dysfunction after surgical correction of Hirschsprung disease.

## Introduction

The enteric nervous system (ENS), a complex network of neurons and glia organized into ganglia along the gastrointestinal (GI) tract, is essential in regulating gut motility (Furness, 2012; Goldstein et al., 2013; Spencer and Hu, 2020). Enteric neuropathies arise from either congenital absence or postnatal injury or loss of the ENS, and result in significant morbidity. Hirschsprung disease (HSCR) is an enteric neuropathy characterized by congenital absence of ganglion cells along a variable length of distal intestine due to failure of neural crest cells to complete their colonization of the entire intestine during development (Gershon and Ratcliffe, 2004; McKeown et al., 2013), causing the distal aganglionic intestine to be functionally obstructed. The current treatment for HSCR involves surgical resection of the aganglionic intestine. While surgery is lifesaving, HSCR patients often suffer from lifelong gastrointestinal dysfunction, including constipation, fecal incontinence, and enterocolitis, which significantly reduces their quality of life (Yanchar and Soucy, 1999; Miele et al., 2000; Tomita et al., 2003).

Persistent bowel dysfunction in HSCR patients after pullthrough surgery implies the presence of diffuse abnormalities in the intestine that are not limited to the aganglionic distal segment. Research on patients with HSCR and in animal models has suggested that the ganglionic intestine may not be normally innervated. This is supported by aberrant ratios of neurochemical markers in the ganglionated proximal colon. Specifically, an overabundance of nitrergic innervation and a deficit of cholinergic innervation has been reported in the proximal colon of HSCR patient samples and mice with HSCR (Zaitoun et al., 2013; Cheng et al., 2016). Furthermore, several animal models of HSCR, including *Ednrb* ^*−/−*^, *Et-3* ^*−/−*^, and *Gdnrf* ^*+/-*^ mice, which are characterized by variable lengths of aganglionic rectum and distal colon (Ro et al., 2006; Barnes and Spencer, 2015), exhibit a hypoganglionic phenotype in the colon proximal to the aganglionic segment characterized by decreased myenteric neuronal density (Roberts et al., 2008; Bhave et al., 2021). These changes in the proximal colon are associated with altered motility (Ro et al., 2006). We recently demonstrated that these structural ENS abnormalities in HSCR extend proximally to the small intestine and stomach. *Ednrb* ^*−/−*^ mice showed reduced density of myenteric ganglia and neuronal fibers in the small intestine while the myenteric neuronal packing density was increased in the stomach (Bhave et al., 2021).

We undertook the present study to identify ENS abnormalities in the ganglionated small intestine of the *Ednrb* ^*−/−*^ mouse model of HSCR using single-cell RNA sequencing (scRNA-seq). Understanding the deficits in the ganglionated ENS of the proximal intestine in HSCR will have significant implications for predicting post-surgical outcome and guiding treatment strategies in patients with post pull-through bowel dysfunction.

## Materials and methods

### Animals

This study was conducted in accordance with the protocols reviewed and approved by the Institutional Animal Care and Use Committee at Massachusetts General Hospital. The following mice were obtained from Jackson Laboratory (Bar Harbor, ME, United States): *Ednrb* ^*+/-*^ mice (B6; 129-Ednrb^tm1Ywa^/J, stock #003295), *Wnt1* ^*Cre/+*^ mice (B6. Cg-Tg (Wnt1-Cre)11*R*th/MileJ, stock #009107), and *GCaMP5* ^*tdT/+*^ mice (B6; 129S6-Polr2a^Tn(pb−CAG-GCaMP5g,−tdTomato)Tvrd^/J, stock #024477). We crossed *Wnt1::Cre; Ednrb* ^*+/-*^ and *GCaMP5-tdT; Ednrb* ^*+/-*^ mice to obtain *Wnt1-tdT; Ednrb* ^*+/+*^ (*Ednrb-*wildtype) and *Wnt1-tdT; Ednrb* ^*−/−*^ mice. *Ednrb* ^*−/−*^ homozygous pups were identified by a white coat color and exhibit distal aganglionosis Mice were genotyped using polymerase chain reaction to distinguish between *Ednrb* ^*+/+*^ and *Ednrb* ^*−/−*^ littermates (Thiagarajah et al., 2014).

### Isolation of ENS cells

Postnatal day 14 *Wnt1-tdT; Ednrb* ^*−/−*^ mice (*n* = 3) were euthanized and their small intestines were dissected and placed in ice-cold PBS. The longitudinal muscle myenteric plexus (LMMP) layer, which contains myenteric ganglia, was separated from the underlying submucosa using fine forceps under a dissecting microscope. After dissection, LMMP tissue was enzymatically digested with dispase (250 μg/ml; StemCell Technologies, Vancouver, BC) and collagenase XI (1 mg/ml; Sigma Aldrich, St. Louis, MO) at 37°C for 40 min. Single cells were isolated by filtration through a 40 μm filter. tdTomato-positive cells were collected by fluorescence activated cell sorting (FACS) using a BD Bio-sciences FACSAria sorting instrument.

### Preparation of single-cell RNA-sequencing libraries

LMMP tissue was dissected from the entire small intestine (duodenum to terminal ileum) of three separate *Wnt1-tdT; Ednrb* ^*−/−*^ mice and sorted for tdTomato + cells as described above. Immediately after sorting, cells were manually counted with Trypan blue to assess viability. After determining viable cell counts, a 10X Chromium Controller located in our facility was used along with 10X Genetics (Pleasanton, CA) v3.1 kits to generate gel bead emulsions (GEMs), followed by library preparation according to the manufacturer’s protocol.

### Sequencing and genome alignment

Sequencing was performed at the Harvard University Bauer Core Facility, where libraries were sequenced on either Illumina NextSeq or Illumina NovaSeq instruments. Demultiplexing, genome alignment, and feature-barcode matrix generation was performed with the 10X Genetics Cell Ranger software pipeline (Zheng et al., 2017).

### Single-cell data analysis

ScRNA-seq data was analyzed with the open-source Seurat package implemented in the R computing environment^4^. All three datasets were filtered for cells containing between 1,500 and 5,000 unique genes per cell, and <12.5% mitochondrial genes. After filtering, datasets were merged, and potentially confounding genes were removed, as previously described (Morarach et al., 2021). Neighbors were identified and UMAP projection was performed using the first 20 principal components. Clusters were identified using the “FindClusters” command with resolution = 0.5 using the Louvain algorithm (Blondel et al., 2008).

### Published scRNA-seq data

ScRNA-seq of the normal mouse ENS at P21 was published previously (Morarach et al., 2021). This data was obtained from the NCBI Gene Expression Omnibus, accession GSE149524. Analysis of this data was performed with Seurat in the R environment. Briefly, the datasets were filtered for cells with between 1,500 and 8,000 unique genes detected, and <12.5% mitochondrial genes. Datasets were then integrated using the standard Seurat workflow. Following integration, PCA was performed and UMAP projection was undertaken with the top 30 principle components, and clusters were identified using the “FindClusters” command with resolution = 0.5 using the Louvain algorithm (Blondel et al., 2008).

### Tissue preparation and immunostaining

Tissue preparation and immunohistochemistry were performed as previously described^7^. Whole mount LMMP preparations were obtained from the small intestines of 2–3 weeks old *Ednrb* ^*−/−*^ mice and wildtype littermates. LMMP preparations were fixed with 4% PFA for 6 h and blocked with 10% donkey serum/10% bovine serum albumin/1% triton in PBS for 1 h at room temperature. Samples were incubated overnight at 4°C in primary antibodies, which were diluted in blocking buffer. Primary antibodies included human anti-HuC/D (Anna-1, 1:10,000, kindly gifted by Lennon lab), rabbit anti-MATH2/NEUROD6 (5 μg/ml, Abcam ab85824), rabbit anti-GAD65/GAD2 (1:100, Invitrogen PA5-22260), rabbit anti-nNOS (1:400, Invitrogen 61-7000), and rabbit anti-Calretinin (1:200, Invitrogen 18-0211). The preparations were washed in PBS prior to adding the secondary antibodies, which were diluted in blocking buffer. The samples were incubated for 3 h at room temperature in the secondary antibodies. These antibodies included donkey anti-rabbit IgG (1:500; Alexa Fluor 546; Invitrogen A10040) and donkey anti-human IgG (1:200, Alexa Fluor 488; Jackson ImmunoResearch Laboratories 709-545-149). Cell nuclei were stained with DAPI (Invitrogen D1306). Samples were mounted with aqua-poly/mount (Polysciences Inc. 18,606-20).

### Image acquisition and analysis

High-power images of the myenteric ganglia were taken using Keyence BZX-700 All-In-One Microscopy (Keyence America Itasca, IL). Images were processed using ImageJ software (National Institutes of Health, Bethesda, MD). Neuronal subtypes in wild-type and KO mice (*n* = 3-4 mice per group) were quantified using wholemount LMMP preparations of the proximal small intestine (5 cm segment of duodenum) and distal small intestine (5 cm segment of distal ileum). High-power z-stack images of the LMMP preparations were taken and analyzed in ImageJ. Hu + neuronal cell bodies were analyzed per high-power field from 2-3 images per tissue and the percentage of Hu + neurons expressing Gad2, Neurod6, nNOS, and Calretinin, were calculated. Statistical analysis was performed using Prism 8 (GraphPad software, Inc., La Jolla, CA, United States). Statistical significance between wild-type and *Ednrb* ^*−/−*^ mice was assessed using Student’s t-test. with *p*-values < 0.05 regarded as significant.

## Results

ScRNA-seq was performed on the small intestinal myenteric neurons and glia isolated from P14 *Ednrb* ^*−/−*^ mice expressing a tdTomato reporter in all neural crest-derived cells. In addition to ENS cells, we captured numerous populations of mesenchymal and hematopoietic cells (Figures 1A,B). 

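One 10x Chromium v3.1 library was made from each of 3 *Ednrb* -/- mice at postnatal day 14, from tdTomato-positive cells sorted out of the LMMP, the longitudinal muscle with the myenteric plexus. There was 1 condition, and the P21 wild-type cells were not analysed here. The authors counted unique molecular identifiers (UMIs, 1 per captured RNA molecule) with Cell Ranger, merged the mice and deposited values on a natural log scale, ln(1 + UMIs of the gene per 10000 UMIs of the cell). The values cover 33353 genes in 2060 cells, which is the number of neurons the paper gives, and no other cells of the sort were analysed here. Whole UMIs and the total of each cell were recovered from them, and 100% of the 6435281 values above 0 came out whole within 1e-06. Mouse 1 gave 354 cells with a median of 3734.5 UMIs per cell and 1526256 UMIs in all. Mouse 2 gave 1050 cells with a median of 9599.5 and 10358118 in all, and mouse 3 gave 656 cells with a median of 9578.5 and 6412495 in all. The targeted gene, *Ednrb* (chromosome 14, 103814625 to 103844402, GRCm38), was detected in 42.7%, 68.9% and 58.8% of the neurons of mice 1, 2 and 3, at 1.82, 2.54 and 1.98 UMIs per 10000. UMIs summed over a gene do not show which exons were read, so these values do not check the genotype of the libraries.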

The majority of cells were enteric glial cells marked by *Plp1*, *Sox10*, *Sox2*, *Sox6*, and *S100b* expression, and neurons marked by genes such as *Phox2b*, *Tubb3*, *Actl6b*, and *Snap25* (Figures 1C,D). We focused our analysis on clusters 6, 10, 11, and 13, which include cells expressing these canonical neuronal marker genes. 

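A cell was called positive for a gene at 1 UMI or more. Shares are means over the 3 mice with their SD, pooled shares have 95% exact (Clopper-Pearson) intervals that cover counting error only, and no test was run because all mice belong to 1 condition. Among the 2060 deposited neurons, *Tubb3* (chromosome 8, 123411424 to 123422015) was detected in 72.1% ± 11.4 (SD, n = 3 mice), *Snap25* in 72.0% ± 7.35 and *Actl6b* in 25.1% ± 11.3. The cells of mouse 1 hold fewer UMIs, so shares were also computed with every cell thinned to 3000 UMIs. Thinning counted only UMIs of the genes with deposited values, not the cell totals given above. It left out 137, 74 and 60 cells of mice 1, 2 and 3. At this depth the shares were 60.6% ± 3.65 for *Tubb3*, 56.1% ± 5.04 for *Snap25* and 10.9% ± 1.97 for *Actl6b*. Requiring 2 UMIs moved *Tubb3* most, to 54.3%.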

For comparison, we utilized a published dataset of enteric neurons from P21 wild-type (WT) mice (Morarach et al., 2021). Analysis of this published data yielded similar results to what was previously reported, including distinct groups of neurons marked by *Etv1* and *Bnc2* transcripts, nitrergic neurons marked by *Nos1,* and cholinergic neurons expressing *Chat* (Figures 2B,D).

**FIGURE 1:**
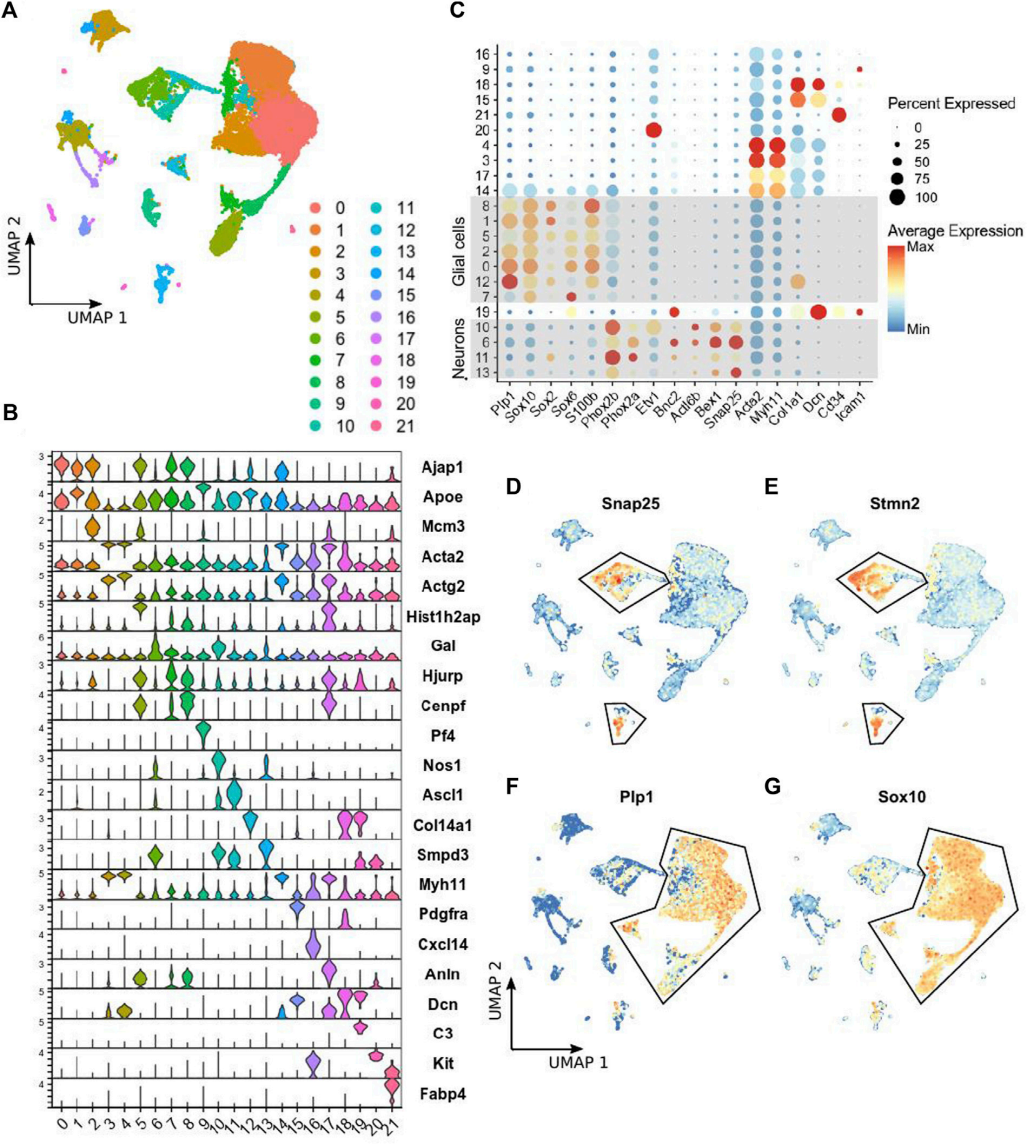
scRNA-seq of LMMP ENS cells from *Ednrb* ^*−/−*^ mice. **(A)** UMAP projection showing 22 clusters of cells identified by applying scRNA-seq to tdTomato-positive cells sorted from the LMMP of *Ednrb* ^*−/−*^ mice. **(B)** Violin plot showing expression of the top marker gene identified for each cluster identified in **(A)**. **(C)** Dot plot showing the expression of the indicated genes, including selected glial and neuronal marker genes, in each cluster of cells identified in **(A)**. Dot size indicates the percentage of cells in each cluster with >0 transcripts detected, color indicates the mean level of expression relative to other clusters. **(D,E)** UMAP projections showing expression levels of the indicated neuronal marker genes in single cells. Outlined cells were considered to be neurons and used for comparison to WT mice. The scalebar for gene expression is the same as in **(C)**. **(F,G)** UMAP projections showing expression levels of the indicated glial marker genes in single cells. Outlined cells were considered to be glial cells. The scale bar for gene expression is the same as in **(C)**.

**FIGURE 2:**
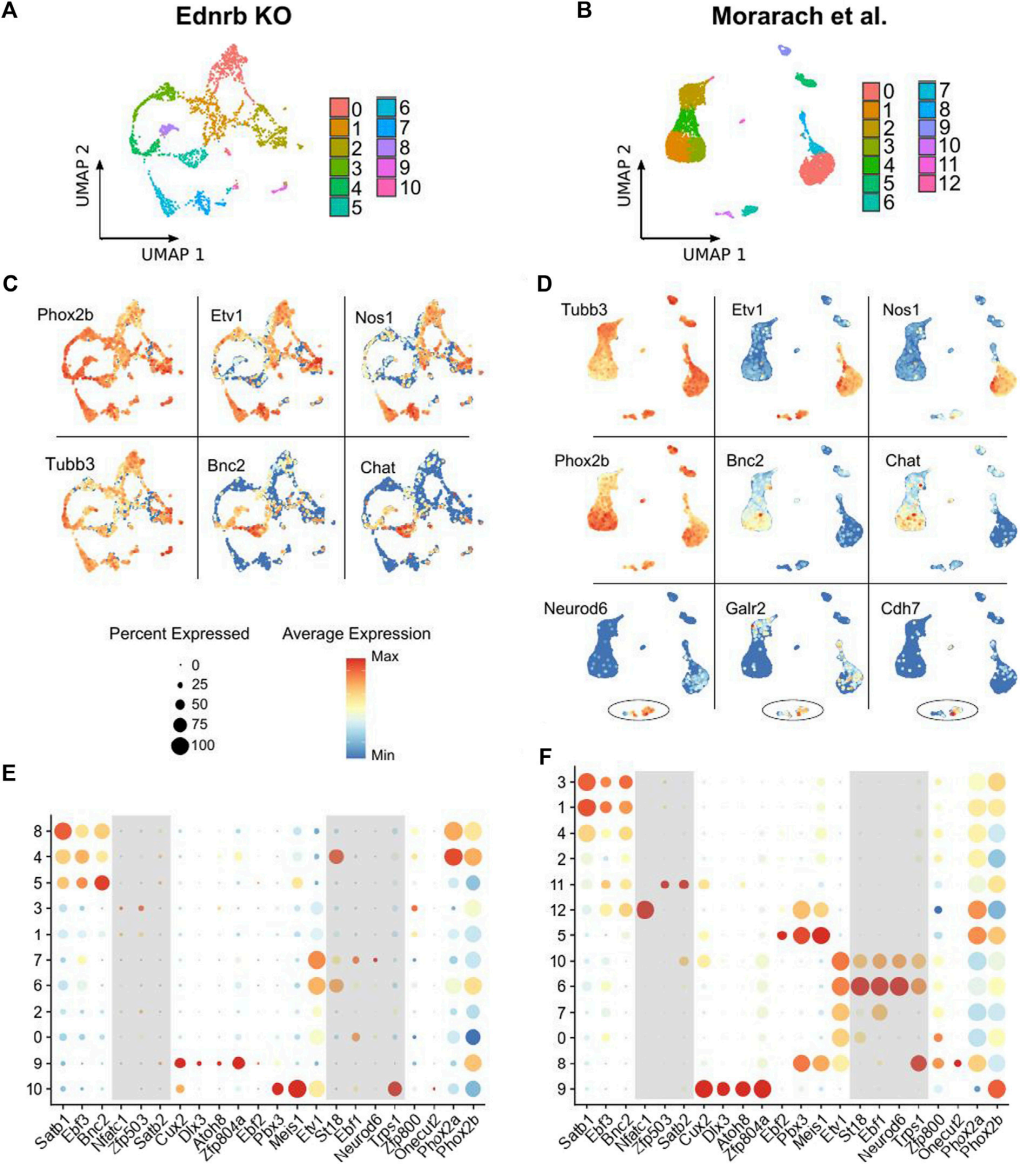
Comparison of scRNA-seq results from *Ednrb* ^*−/−*^ mice and WT mice. **(A,B)** UMAP projection showing neuronal clusters identified among the neurons in the *Ednrb* ^*−/−*^ and WT scRNA-seq datasets. **(C,D)** UMAP projections showing expression of the indicated genes in the *Ednrb* ^*−/−*^ and WT scRNA-seq datasets. **(E,F)** Dot plots showing expression levels of the indicated glial marker genes in either the *Ednrb* ^*−/−*^ or WT scRNA-seq data. Dot size indicates the percentage of cells in each cluster with >0 transcripts detected, color indicates the mean level of expression relative to other clusters. Shaded boxes denote groups of genes that mark distinct populations in the WT data but not in the *Ednrb* ^*−/−*^ data.

After removing all non-neuronal cells from our *Ednrb* ^*−/−*^ dataset, we again performed dimensional reduction and clustering on the 2060 neurons that remained. 

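Genes left out of the deposited values, among them all whose symbols start with Rpl, Rps or Hsp, held a median of 12.7% of the UMIs of a cell. When the 2060 cells were clustered again with the components and resolution of the methods, 10 clusters with 1438 cells detected 20 fixed neuronal markers at a higher mean rate than the markers of any other cell type and were called neuron-like. They held 73.1% ± 9.84 of the cells of a mouse (SD, n = 3 mice). In 2 clusters with 558 cells the neuronal and glial markers were within 10 percentage points of each other, a margin set after the data were seen, and these were left unnamed. They held 0.282%, 35.9% and 27.4% of the cells of mice 1, 2 and 3. The remaining 64 cells formed a smooth muscle-like cluster, in which the 10 smooth muscle markers were detected at a mean rate of 90.6% and the neuronal markers at 22.3%. Their median depth was 3538.5 UMIs, against 8202.5 over all cells. No other cluster of this clustering was called another type. A rule on single cells, without clusters, called 1603 of the 2060 cells neurons and 426 glia-like. All results use the 2060 cells that the authors kept as neurons.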

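In Seurat 5.3.0, 2000 variable genes, the first 20 principal components and the Louvain algorithm at resolution 0.5 gave 13 clusters of neurons, with 21 to 378 cells each. Clusters are numbered here from 0, the largest, to 12, the smallest, and the numbers are not those of Figure 2A. At resolutions of 0.3, 1.0, 2.0 and 4.0 the number of clusters was 10, 16, 23 and 30. With 30 principal components there were 11. The mice were not spread evenly over the clusters. Cluster 3 held 230 cells, all of mouse 1, and clusters 0, 2, 4, 5, 6, 7, 8 and 12 held none of mouse 1. Without mouse 1 there were 12 clusters. In simulated neurons of 4 types the same steps gave 8 clusters.

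**Figure D1:**
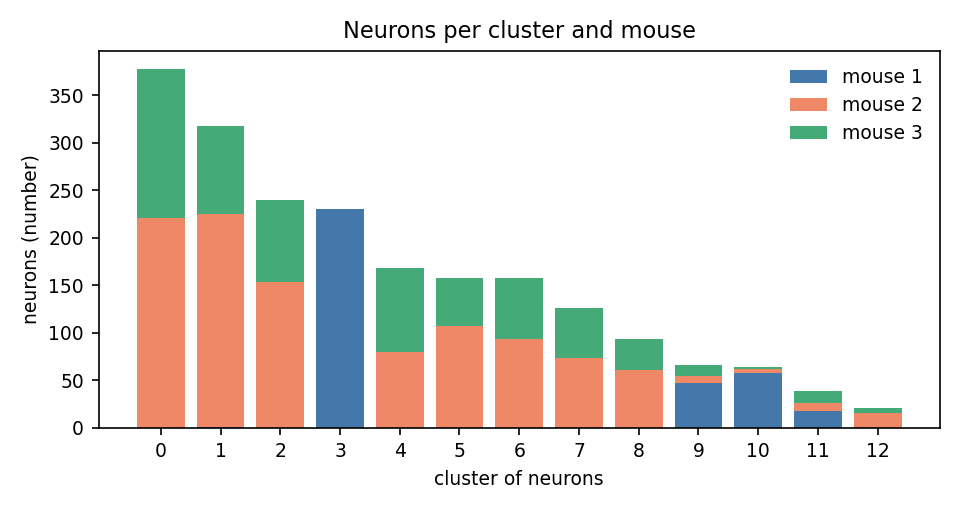
Neurons per cluster (number, vertical axis) in each of the 13 clusters (horizontal axis), with the cells of each mouse stacked in its own colour. Cluster 3 is made of 230 cells of mouse 1, and cluster 12 holds 16 cells of mouse 2 and 5 of mouse 3.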

We identified 11 clusters of enteric neurons (Figure 2A), which is slightly fewer than the 13 clusters in the WT dataset (Figure 2B). Similar to the WT neurons, our *Ednrb* ^*−/−*^ neurons expressed the pan-neuronal markers *Tubb3* and *Phox2b*, and non-overlapping groups of *Etv1*-expressing and *Bnc2*-expressing neurons were seen (Figures 2C,E). 

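In single clusters, *Tubb3* was detected in 21.9% to 99.4% of the cells, with the lowest share in the smooth muscle-like cluster 10. *Etv1* (chromosome 12, 38779380 to 38870484) was detected in 60.7% ± 9.23 of neurons (SD, n = 3 mice) and *Bnc2* (chromosome 4, 84275095 to 84675275) in 25.02% ± 10.95. At 3000 UMIs per cell the shares were 50.3% ± 2.09 and 15.7% ± 4.32. In the smooth muscle-like cells they were 17.2% and 20.3%. Both genes were detected in 235 neurons, where independence within each mouse gives 368, a ratio of observed to expected of 0.638 (95% exact Poisson interval 0.559 to 0.725, counting error only). With the depth of each cell also taken into account, the ratio was 0.576. It was 0.751 in mouse 1, with an interval of 0.438 to 1.203 that includes 1, and 0.582 and 0.701 in mice 2 and 3. Requiring 2 UMIs of each gene moved it most, to 0.281 with 41 neurons. Clusters 8, 4 and 6 had the highest shares with *Bnc2*, 81.9%, 78.6% and 61.4%, and had *Etv1* in 24.5%, 14.9% and 24.7% of cells. Clusters 5 and 7 had *Etv1* in 100% and *Bnc2* in 5.06% and 1.59%.

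**Figure D2:**
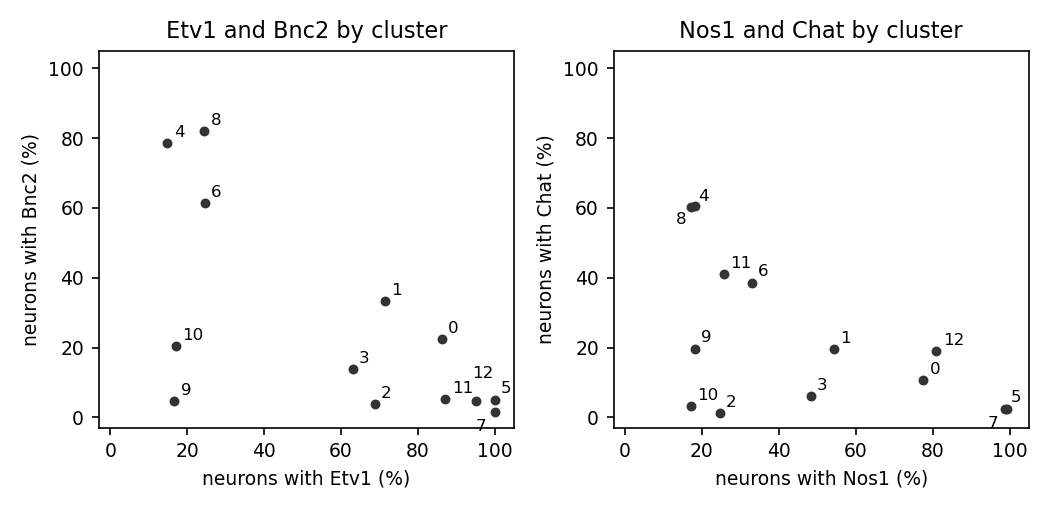
Each point is 1 of the 13 clusters, with its number. The left panel sets the share of cells with *Bnc2* (%) against that with *Etv1* (%), and the right panel *Chat* (%) against *Nos1* (%). The clusters above 60% for *Bnc2* lie below 30% for *Etv1*.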

We also found clusters of cells expressing both *Nos1* and *Chat*, indicating that we isolated both nitrergic and cholinergic neurons, respectively, and confirming successful isolation and sequencing of a diverse group of enteric neurons.

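*Nos1* (chromosome 5, 117781032 to 117958840) was detected in 49.0% ± 9.67 of neurons (SD, n = 3 mice) and *Chat* (chromosome 14, 32408203 to 32465989) in 16.6% ± 10.3, and at 3000 UMIs per cell in 40.7% ± 2.44 and 9.01% ± 5.07. In the smooth muscle-like cells the shares were 17.2% and 3.12%. *Nos1* was in 99.2% and 98.7% of the cells of clusters 7 and 5, and *Chat* in 60.6% and 60.1% of clusters 8 and 4. Single neurons with both genes numbered 103, against 204 under independence within each mouse (ratio 0.505, interval 0.412 to 0.612). Mouse 1 had 4 of them, and its ratio of 0.528 has an interval of 0.144 to 1.35 that includes 1. At 2 UMIs of each gene 4 neurons remained and the ratio was 0.0705.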

The smaller number of clusters identified in our dataset versus the WT dataset raised the possibility of absent neuronal subpopulations within the ganglionated SI of *Ednrb* ^*−/−*^ mice. To investigate this, we evaluated expression of a set of transcription factor genes previously shown to mark enteric neuron populations (Morarach et al., 2021). Within the WT dataset, clusters of neurons were marked by all the combinations of transcription factor genes reported by Morarach et al. (2021; Figure 2F). However, in our *Ednrb* ^*−/−*^ dataset, we observed a paucity of cells marked by certain transcription factor combinations. Specifically, there was a lack of the neuronal cluster marked by high expression of *St18*, *Ebf1*, *Neurod6*, and *Trps1* (Figure 2E), which was reported to label a population of neurons that express the *Gad2* gene. This gene encodes the glutamate decarboxylase two enzyme, which catalyzes the production of *γ*-Aminobutyric acid (GABA) (Karlsen et al., 1991; Morarach et al., 2021).

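The share of cells with each transcription factor was taken for every cluster. *Cux2*, *Dlx3*, *Atoh8* and *Zfp804a* were highest in cluster 9, at 56.1%, 18.2%, 16.7% and 69.7%, and *Pbx3* and *Meis1* in cluster 11, at 61.5% and 69.2%. In the same order of genes, the next highest shares were 33.3%, 1.27%, 10.0%, 43.0%, 21.9% and 55.4%. For *Cux2*, *Atoh8* and *Meis1* the exact binomial intervals of the highest and the next cluster overlapped. *Nfatc1* and *Zfp503*, in a shaded group of Figure 2E, had their highest shares in different clusters. *Nfatc1* was detected in 108 neurons, 5.05% ± 0.706 (SD, n = 3 mice), in at most 11.0% of a cluster and in 4.69% of the smooth muscle-like cells. *Zfp503* was detected in 11.7% ± 2.03 of neurons, and its highest share, 32.8%, was in the smooth muscle-like cluster. Outside that cluster both genes were highest in clusters 1 and 2, which were left unnamed because neuronal and glial markers were close. *Nfatc1* was in 11.0% and 9.17% of their cells and *Zfp503* in 20.1% and 22.5%, so these clusters did not separate the genes. Of the 108 cells with *Nfatc1*, 48 lay in the neuron-like clusters.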

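Over all neurons, *St18* (chromosome 1, 6487231 to 6860940, GRCm38) was detected in 22.3% ± 14.0 (SD, n = 3 mice), *Ebf1* (chromosome 11, 44617317 to 45008091) in 17.1% ± 5.01, *Neurod6* (chromosome 6, 55677822 to 55681263) in 4.54% ± 1.29 and *Trps1* (chromosome 15, 50654752 to 50890463) in 27.3% ± 3.11. Cluster 12 had the highest share with *Neurod6*, 17 of 21 neurons or 81.0% (95% exact binomial interval 58.1 to 94.5), and the next highest was 10.6% in cluster 0. *Ebf1* was detected in 85.7% of cluster 12, *St18* in 71.4% and *Trps1* in 61.9%. *St18* was higher in clusters 6 and 5, at 78.5% and 74.7%, and *Trps1* in cluster 11, at 64.1%. In the other 1685 neurons of mice 2 and 3, the shares were 4.39% for *Neurod6*, 19.0% for *Ebf1*, 30.4% for *St18* and 28.3% for *Trps1*. At 3000 UMIs per cell, *Neurod6* was in 57.9% of the cells of cluster 12 and 1.16% of the others. In the 64 smooth muscle-like cells, with a median of 3538.5 UMIs against 9213 in cluster 12, *Neurod6* was not detected, which allows a share of up to 4.69%, and *Trps1* was in 43.8%. Cluster 12 took 16 cells from mouse 2, 5 from mouse 3 and 0 of the 354 from mouse 1. Only 5.37% of the neurons of mouse 1 lay in clusters to which mice 2 and 3 gave at least as many cells, so this 0 sets no limit on such neurons in mouse 1, where 2 neurons of other clusters had all 4 genes. Its 21 cells also formed 1 cluster when these 4 genes, *Gad2*, *Kcnd2*, *Galr2* and *Cdh7* were left out of the clustering, an alternative chosen after the data were seen.

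**Figure D3:**
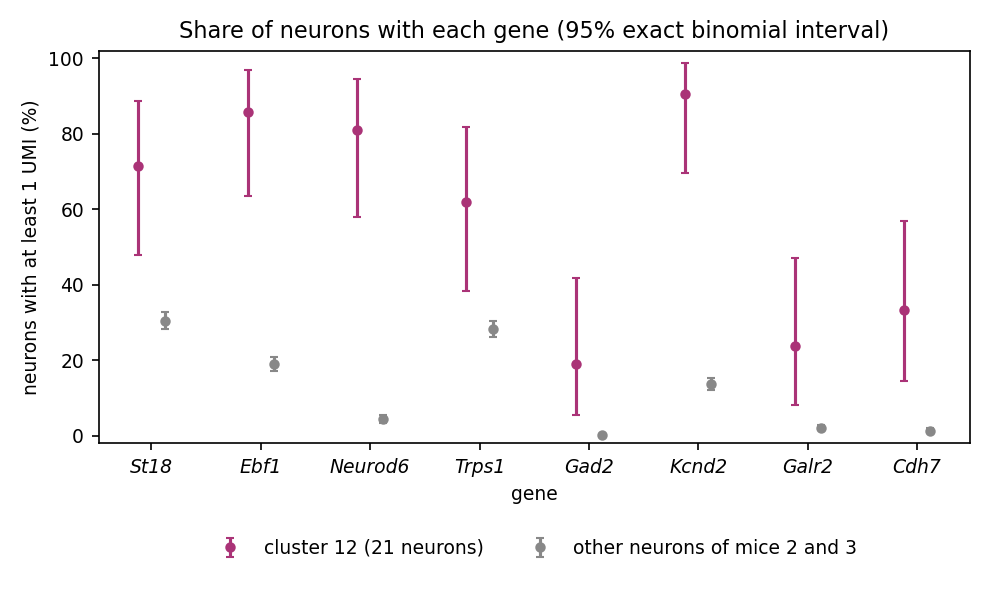
Share of neurons with at least 1 UMI (%, vertical axis) of 8 genes in the 21 neurons of cluster 12 and in the other 1685 neurons of mice 2 and 3. Points are pooled shares and bars 95% exact binomial intervals for counting error. For each of the 8 genes the share is higher in cluster 12, from 90.5% against 13.6% for *Kcnd2* to 19.0% against 0.237% for *Gad2*.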

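Neurons with all of *St18*, *Ebf1*, *Neurod6* and *Trps1* numbered 19, where independence within each mouse gives 1.62. Of the 19, 9 were in cluster 12, all from mouse 2. With the depth of each cell also taken into account 3.47 were expected, a ratio of 5.47 (exact Poisson interval 3.29 to 8.55). Mouse 2 decided this number, with 16 of the 19, and without it 3 neurons remained against 0.537 expected. At least 3 of the 4 genes were in 80 neurons, against 65.3 expected from mouse and depth, a ratio of 1.23 with an interval of 0.972 to 1.52 that includes 1. The separate cluster depended on the clustering. With 30 principal components its 21 cells joined a cluster of 147 cells with *Neurod6* in 13.6%, and without mouse 1, 2 or 3 the highest share in any cluster was 34.0%, 11.8% or 13.3%, though without mouse 2 only 5 of the 21 cells remain.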

We examined expression of other reported markers of this cluster, including *Gad2*, *Kcnd2*, *Galr2*, and *Cdh7*, in each dataset. 

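*Gad2* (chromosome 2, 22622205 to 22693874, GRCm38) was detected in 8 of the 2060 neurons, with 13 UMIs, 0.330% ± 0.308 over the mice (SD, n = 3; pooled 0.388%, exact binomial interval 0.168 to 0.764), and at 3000 UMIs per cell in 0.158% ± 0.154. In mouse 1 *Gad2* was in 0 of 354 neurons, and in mice 2 and 3 it was in 4 each. With 1 mouse left out, its mean share ran from 0.19% without mouse 3 to 0.495% without mouse 1. *Kcnd2* (chromosome 6, 21215503 to 21729805) was in 12.1% ± 4.03, *Galr2* (chromosome 11, 116280939 to 116283938) in 2.38% ± 0.878 and *Cdh7* (chromosome 1, 109982431 to 110140157) in 1.36% ± 1.01. Of the 8 neurons with *Gad2*, 4 lay in cluster 12, which had *Kcnd2* in 19 of its 21 cells, *Cdh7* in 7 and *Galr2* in 5. In the 64 smooth muscle-like cells *Gad2* and *Cdh7* were not detected and *Kcnd2* was in 3.12%. *Galr2* was in 12.5% of them, 58 of which are from mouse 1. In mice 2 and 3 it was in 23.8% of cluster 12 (exact binomial interval 8.22 to 47.2) and 2.08% of the other neurons (1.45 to 2.88), and at 3000 UMIs per cell in 10.5% (1.30 to 33.1) and 0.837% (0.446 to 1.43), where the intervals overlap. No neuron had all of *Gad2*, *Kcnd2*, *Galr2* and *Cdh7*, where independence within each mouse gives 0.000444. At the shares of cluster 12, 0.287 of its 21 cells would have all 4, so the 0 does not tell whether neurons like these carry them. At least 2 of *Gad2*, *Neurod6*, *Galr2* and *Cdh7* were in 25 neurons, 1 of mouse 1, 15 of mouse 2 and 9 of mouse 3, and 11 of the 25 were in cluster 12. Independence within each mouse gives 5.49 (ratio 4.55, exact Poisson interval 2.95 to 6.72), and with depth 6.596 (ratio 3.79). Without mouse 2 there were 10, against 2.05.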

While two clusters were marked by these genes in the WT dataset, there was a striking absence of neurons marked by this combination of transcripts in our *Ednrb* ^*−/−*^ data (Figure 3A). The original publication by Morarach et al. identified only one cluster of neurons marked by this combination of transcripts (Morarach et al., 2021), while our re-analysis of their data identified two, which are distinguished by *Cdh7* expression (Figure 3A). It is unclear whether this is due to minor differences in data processing and clustering or reflects true biological variation not appreciated in their initial analysis. Nevertheless, these results led us to hypothesize that the SI of *Ednrb* ^*−/−*^ mice lacks this neuronal population.

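Cluster 12 made up 1.02% of all neurons, 1.52% of those of mouse 2 (exact binomial interval 0.873 to 2.46) and 0.762% of those of mouse 3 (0.248 to 1.77). In mouse 2 its cells had *Neurod6* in 14 of 16, *Ebf1* in 14, *Kcnd2* in 14, *St18* in 12, *Trps1* in 12, *Galr2* in 5, *Cdh7* in 4 and *Gad2* in 2. In mouse 3 they had *Kcnd2* in 5 of 5, *Ebf1* in 4, *Neurod6* in 3, *St18* in 3, *Cdh7* in 3, *Gad2* in 2, *Trps1* in 1 and *Galr2* in 0. *Trps1* was thus in 20.0% of these 5, against 30.3% of the other neurons of mouse 3. When mouse 2 was clustered alone, 15 of the 16 cells lay in a cluster of 97 cells, and the 5 cells of mouse 3 are too few for this test. From the dot plot of Figure 2E and the violin plots of Figure 3A, in which it saw no cluster marked by this combination in the *Ednrb* -/- neurons but found it in the wild-type neurons, the paper hypothesized that the population is lacking.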

**FIGURE 3:**
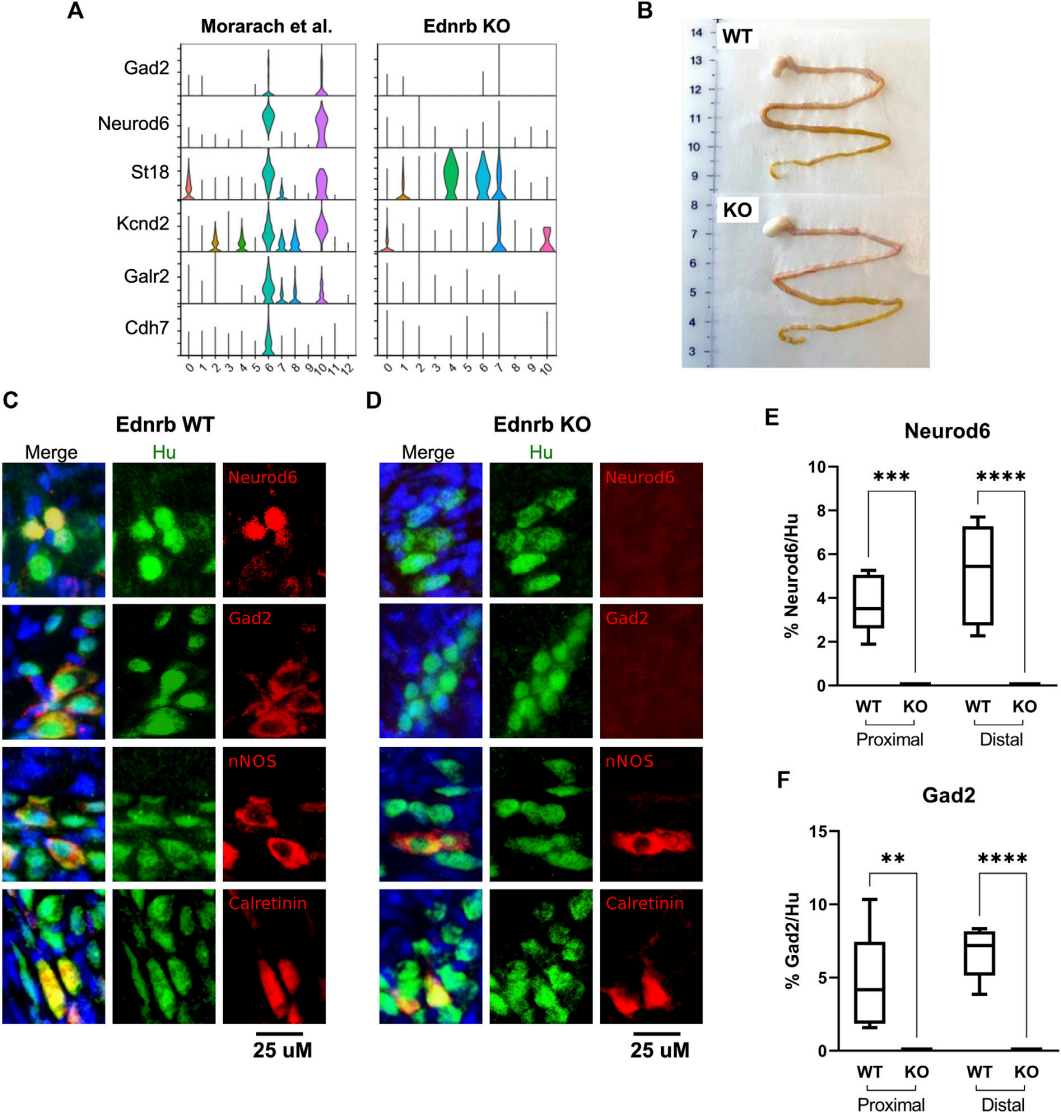
*Ednrb* ^*−/−*^ mice lack a GABA-ergic neuron population marked by Neurod6 and Gad2 in the SI of WT mice. **(A)** Violin plots showing expression of the denoted GABA-ergic neuron marker genes in WT and *Ednrb* ^*−/−*^ SI. **(B)** Gross appearance of the stomach and SI of WT and *Ednrb* ^*−/−*^ mice. **(C)**, **(D)** High-power microscopy images showing immunostaining for the denoted proteins in the SI of WT and *Ednrb* ^*−/−*^ mice, as indicated. Merge images include DAPI (blue). **(E,F)** Quantification of the proportion of Hu + neurons in each ganglia that are immunoreactive for Neurod6 or Gad2, as indicated. Box-and-whisker plots indicate mean (horizontal bar), interquartile range (boxes), and range (whiskers). ** indicates *p* < 0.01, *** indicates *p* < 0.001, **** indicates *p* < 0.0001.

To confirm whether *Ednrb* ^*−/−*^ SI lacks the neuronal subtype in question, we performed immunostaining on the LMMP layer of SI from *Ednrb* ^*−/−*^ mice and WT littermates. *Ednrb* ^*−/−*^ SI appears grossly identical to WT SI (Figure 3B). Immunostaining identified nNOS+ and Calretinin+ in both WT and *Ednrb* ^*−/−*^ animals (Figures 3C,D, and Supplementary Figure S1A, S1B), with no statistically significant differences in expression of these markers within ganglia of WT and *Ednrb* ^*−/−*^ mice (Supplementary Figure 1C, 1D). However, there was a striking absence of neurons marked by either Neurod6 or Gad2 in the SI LMMP of *Ednrb* ^*−/−*^ mice (Figures 3C,D, and Supplementary Figure 1A, 1B). We did not notice any significant differences in the proportion of neurons that were immunoreactive for either Neurod6 or Gad2 in the proximal and distal small intestine (Figures 3E,F). These data confirm our scRNA-seq findings and demonstrates that the small intestine ENS of *Ednrb* ^*−/−*^ mice lacks a specific neuronal subpopulation that is present in WT mice.

## Discussion

Post-surgical long-term GI dysfunction is commonly seen in patients with HSCR. Recent studies have demonstrated that HSCR patients experience dysmotility throughout the GI tract, including esophagus, stomach, duodenum, and colon (Miele et al., 2000). Similar observations of diffuse abnormal function throughout the GI tract have been made in mouse models of HSCR. For example, increased gastric emptying has been described in *Ednrb* ^*−/−*^ and *Sox10* ^*Dom/+*^ mouse-models of HSCR (Musser et al., 2015; Bhave et al., 2021). Complete loss of colonic migrating motor complexes has been observed in the proximal ganglionic colon of *Ednrb* ^*−/−*^, *Et-3* ^*−/−*^, and *Gdnrf* ^*+/-*^ HSCR mice (Ro et al., 2006; Roberts et al., 2008). In the small intestine, a delay in transit of carmine-red dye was reported in *Ednrb* ^*−/−*^ mice (Bhave et al., 2021). Whether the structural and morphometric ENS anomalies observed in HSCR contribute to these functional deficits proximal to the aganglionic region is still unknown.

In this study, we performed single-cell transcriptomic profiling to interrogate the composition of myenteric neurons in the small intestine of HSCR mice. This is the first study to identify an absent enteric neuronal subpopulation in the ganglionated small intestine in a mouse model of HSCR. The missing neuronal subtype is marked by the transcription factor Neurod6 and the GABA-producing enzyme Gad2 (Karlsen et al., 1991). While we have not directly shown GABA immunoreactivity in these neurons, their transcriptomic profile and immunostaining for Gad2 suggests they are GABA-ergic neurons. This same population was identified and validated previously in wild-type mice (Morarach et al., 2021), although that study also did not directly demonstrate GABA immunoreactivity. Despite this lack of direct immunostaining for GABA, no other enteric neuron populations expressing the *Gad2* gene were identified in the scRNA-seq data, making it likely that the missing neurons are a discrete population of GABA-ergic enteric neurons. GABA-ergic interneurons constitute 5–8% of myenteric neurons and are an important component of enteric neurotransmission (Krantis, 2000). Our group has previously shown that neuronal cell body density within ganglia is not altered in the small intestine of Ednrb−/− mice, although the density of ganglia within the bowel is reduced (Bhave et al., 2021). We thus speculate that other neuronal subtypes may be slightly increased within ganglia, and further studies are warranted to address this question.

If, as we postulate, the missing neurons are GABA-ergic, the effects on motility are likely to be complex.. GABA is known to have both excitatory and inhibitory effects on GI motility depending on its specific activation of ionotropic GABA_A_ vs. metabotropic GABA_B_ receptor (Grider and Makhlouf, 1992). For example, a GABA_B_ agonist, baclofen, increased duodenal cyclic motility in rats, while a GABA_A_ agonist, muscimol, was found to have an inhibitory effect on the peristaltic reflex (Fargeas et al., 1988). Furthermore, GABA_A_ and GABA_B_ receptors are differentially expressed depending on the region of the GI tract and the species being studied (Auteri et al., 2015). We speculate that the loss of GABA-ergic neurotransmission represents a potential mechanism to account for the GI dysmotility observed in the proximal ganglionated bowel of the *Ednrb* ^*−/−*^ model of HSCR, and possibly also the *Sox10* ^*Dom/+*^ model (Musser et al., 2015; Bhave et al., 2021). Future experiments are needed to rigorously test this hypothesis. Whether an analogous population of neurons is also absent in the ganglionated bowel of human HSCR patients remains to be determined.

Our findings demonstrate the value of using high-quality, published scRNA-seq data as a point of comparison for disease models. While control data produced under the same conditions in the same laboratory as the disease model remains the ideal standard, the cost and time associated with large-scale scRNA-seq studies can make this impractical for many projects. The recent proliferation of publicly available ENS scRNA-seq data will undoubtedly offer the ENS research community an invaluable resource (Guyer et al., 2022).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE199683.

How the deposited data were processed for this re-analysis (not part of the article)

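Single-cell RNA-seq was measured in tdTomato-positive cells of the small intestinal LMMP of 3 *Ednrb* -/- mice at postnatal day 14, in 1 library per mouse. The authors aligned and counted the reads with Cell Ranger, kept cells by the limits of the methods, merged the mice, removed genes they held to be confounding, removed non-neuronal cells and deposited the neurons with values on a natural log scale, ln(1 + UMIs per 10000 UMIs of the cell). The version of Cell Ranger and the annotation are not named in the text of the paper. The sample columns are named after the mice, and 0 columns lay outside the sample list.

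Because the values are logs, whole UMIs were recovered first. In each cell the smallest value above 0 was taken as 1 UMI, and 100% of the values above 0 and 100% of the cell totals came out whole within 1e-06. The totals include the genes left out of the table, which held 1.90% to 34.0% of the UMIs of a cell. Of the protein-coding genes of GENCODE M21, 174 are not listed, 102 of them with symbols that start with Rpl or Rps, 30 with Hsp, and 8 immediate early genes, as are *Xist*, *Uty* and *Ddx3y*. Listed genes per cell ran from 1407 to 4891, and 85 cells fall below the paper's limit of 1500 genes when only listed genes are counted. The highest mitochondrial share was 12.4%. Gene positions are those of GENCODE M21 on GRCm38, which may not be the annotation the authors used.

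The planned design assumed all sorted cells. The table holds the authors' neurons, so the number of clusters of all cells, and *Ednrb* in glia, were not computed, and the shares of neuron-like and glia-like cells are over the 2060 deposited cells. The neurons of all results are those 2060 cells, by the authors' annotation, in place of the neuron-like clusters the design had named. These clusters are reported as an alternative.

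Clustering used Seurat 5.3.0 in R 4.3.3 on values with a scale factor of 10000, with the 20 principal components and resolution 0.5 of the methods and 2000 variable genes, which the text of the paper does not state. A cluster was named after the cell type whose fixed markers had the highest mean share of positive cells, if at least 3 of them were in at least 25% of its cells, the next type was at least 10 percentage points lower and its 10 leading genes held no more markers of another type. The margin was set after the data were seen. The leading genes of a cluster are ranked by the fold of its mean CPM over all other cells among genes in at least 25% of its cells. Doublets were called with Scrublet in scanpy 1.11.5 within each mouse at an expected rate of 6%, which marked 10 cells (0.485%). The caller cannot find doublets of a neuron with a cell type that is not in the table, so a low number says little.

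Shares are the mean over mice with the SD, and pooled shares have 95% exact binomial intervals. Numbers of neurons positive for several genes were set beside the number that independence within each mouse gives, with exact Poisson intervals. Cells are not replicates, so no p-value was computed. A count of 0 allows up to 3 counts of the total. The genes to name were fixed before the data were examined as every gene of the paper's text and figure panels, the genes of the stained proteins, *Ednrb*, the 3 leading genes of each cluster, GABA genes and sex-linked genes. Of the last, *Xist*, *Uty* and *Ddx3y* are not listed, and the others and most leading genes are not reported. Results that need items withheld for evaluation are not reported here. *Ctgf* and *Ccn2* were chosen after their values were seen. Alternatives were the filters on cells, the clustering settings, the set of neurons, the UMIs that make a cell positive, thinning to 3000 UMIs, doublets removed and each mouse left out.

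The steps were tested on simulated data. UMIs and totals were recovered in 100% of simulated values. Of 200 genes raised 4-fold among 33353, all 200 were among as many leading genes, with a median fold of 3.99. For 200 pairs of independent genes, the median ratio of observed to expected was 1.13 when expected from the mouse and 1.00 when expected from depth as well, so differences in depth alone raise the first ratio above 1. A group of 21 simulated cells formed its own cluster when 200 genes were raised 6-fold. With a fold of 1, 2 or 3, only 12, 12 and 14 of the 21 shared a cluster, of 327, 329 and 342 cells.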

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

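The tests of these results were chosen after the results were seen, except those of shared barcodes and of the targeted allele.

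A cluster of 21 neurons of mice 2 and 3 had high shares of cells with *Neurod6*, *Ebf1*, *St18*, *Trps1* and *Kcnd2*, a combination the paper does not report in these mice. All of the first 4 genes were in 9 of the 21 cells, each from mouse 2. Of the 5 cells from mouse 3, 0 had all 4 and 1 had 3 or more, and *Trps1* was in 20.0% of them, below the 30.3% of the other neurons of that mouse. The cluster was picked as the one with the highest share of *Neurod6*, so the tests below use the 7 other markers where they can. Free RNA would give these cells and their neighbours like shares. At 3000 UMIs per cell, the mean share over the 7 markers was 39.8% in these cells and 7.08% in the other neurons of the same mice, with intervals apart for 6 of the 7, which argues against free RNA. Doublets of 2 deposited neurons cannot exceed the levels of their sources. The median over the 7 markers of the UMIs per 10000, relative to the highest other cluster, was 5.07, although *St18*, *Trps1* and *Galr2* were no more than 1.01 times that cluster. Doublets with other cell types would bring the markers of those types, and over 4 such lists the highest ratio to the other neurons was 0.540, at 0.959 times their median UMIs. The cells were not grouped by the markers themselves, since all 21 stayed in a cluster of 21 with the 8 markers left out of the variable genes. Depth is argued against in the same way, since 19 of the cells could be thinned and 18 of them lay in a cluster of 19. Whether the cells came from a library of another genotype cannot be told apart from their being neurons of these mice. None of their barcodes, 0 of 21, occurs in another of the 3 libraries, but libraries outside these were not analysed here. The group rests on few cells, 16 of them from mouse 2, and it did not separate at resolution 0.3, with 10 or 30 principal components, with the symbols found in mouse 1 alone or in mice 2 and 3 alone left out, or without mouse 1 or mouse 3, where *Neurod6* was in at most 34.0% of a cluster. At resolution 4.0 the cells lay in a cluster of 31 with *Neurod6* in 54.8%. Without mouse 2 only 5 of the cells remain, too few for a cluster of their own, so that setting decides nothing. A hypothesis that also stays open is that a few neurons of this type are present in the ganglionated small intestine of some *Ednrb* -/- mice. Whether they are fewer than in wild-type mice was not tested, and immunostaining was not analysed here.

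Among the cells kept as neurons, 64 formed a smooth muscle-like cluster, 58 of them from mouse 1, or 16.4% of its cells. Free RNA would leave the neuronal genes as high as in other cells. In mouse 1 the smooth muscle markers were 22.7 times those of its other cells, and *Acta2* and *Myh11* 20.7 and 32.4 times, while the neuronal markers fell to 0.148 times. A doublet that holds a whole neuron would keep more of its UMIs than this, and the median UMIs of the cells were 0.911 times those of the other cells of mouse 1. Both explanations are argued against for the 58 cells of mouse 1, and smooth muscle cells that passed the sort and the selection of neurons may account for the cluster. No biological explanation was tested.

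*Ednrb* RNA was detected in 56.8% of neurons on average over the 3 libraries labelled *Ednrb* -/-. Free RNA would give all clusters a like share. In thinned cells of mice 2 and 3, over clusters with at least 20 such cells, the share ran from 18.9% in cluster 4 (exact binomial interval 12.5 to 26.8) to 83.1% in cluster 2 (77.7 to 87.7), which argues against it. Cluster 2, and cluster 1 at 66.2%, carry glial genes and were left unnamed. Among the neuron-like clusters the highest share was 44.2% (36.3 to 52.4), in cluster 5, with an interval still apart from that of cluster 4. Whether the RNA comes from the targeted allele cannot be told from UMIs summed over the gene, and no wild-type library was analysed here to set the level beside, so the mean of 56.8% decides nothing about the genotype.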

How the results depend on the processing

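Of 199 recomputed values of 20 results, 140 moved by less than the spread between mice, the counting interval or a factor of 1.5, and 59 by more. The ratios of observed to expected for *Etv1* with *Bnc2* and for *Nos1* with *Chat* stayed below 1 under every alternative. The alternatives with 10 principal components, the 8 markers or the symbols of one annotation left out, clustering of thinned cells, resolution 0.3, seeds, variable genes and confounding genes for the highest shares, expected numbers from depth or from the shares of cluster 12, and the neuron-like clusters of resolution 0.5 were chosen after seeing the data. Where no reason is given, the cause was not tested.

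Requiring 2 UMIs lowers every share by construction, to 54.3% for *Tubb3*, 46.2% for *Etv1*, 12.03% for *Bnc2*, 37.3% for *Nos1*, 5.90% for *Chat*, 1.46% for *Neurod6* and 35.1% for *Ednrb*. Ratios of observed to expected went to 0.281 for *Etv1* with *Bnc2* and 0.0705 for *Nos1* with *Chat*. The neurons with all 4 transcription factors became 6, those with 2 or more of *Gad2*, *Neurod6*, *Galr2* and *Cdh7* 7 and those with *Nfatc1* 9.

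Thinning to 3000 UMIs also lowers shares by construction, to 60.6% for *Tubb3*, 50.3% for *Etv1*, 2.48% for *Neurod6* and 40.4% for *Ednrb*. The ratios were 0.347 and 0.324, and the numbers of neurons 3, 7 and 35 in the same order. *Gad2* did not move beyond the spread between mice.

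Other sets of neurons moved fewer results. With the neuron-like clusters of resolution 1.0, *Tubb3* was in 83.7%, *Neurod6* in 5.99%, the ratio for *Etv1* with *Bnc2* was 0.544 and *Nfatc1* was in 46 neurons. *Nfatc1* was in 60 neurons by the single-cell rule and 48 in the neuron-like clusters of resolution 0.5. With 3 or more of the 4 genes required, the neurons with the transcription factors became 80, against 65.3 expected from mouse and depth, and those with the other markers 2, and 0 had all of *Gad2*, *Kcnd2*, *Galr2* and *Cdh7*, against 0.000444 expected from the mouse.

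The highest share with *Neurod6* in a cluster was 13.6% at resolution 0.3, 54.8% at 4.0, 13.6% with 30 and 12.3% with 10 principal components and 15.0% without the symbols of one annotation, where the 21 cells lay in larger clusters. The highest share with *Gad2* was 2.72% at resolution 0.3 and with 30 principal components, 2.47% with 10, and 2.31% without those symbols. Both stayed within their intervals at resolutions 1.0 and 2.0, with both other seeds, 3000 variable genes, confounding or marker genes left out, doublets removed and thinned cells.

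Glia-like clusters held 0% of cells, but 11.9% at resolution 1.0, 6.14% with doublets removed and 20.4% by the single-cell rule.

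With each mouse left out in turn, the ratio for *Nos1* with *Chat* ran from 0.407 to 0.613, the neurons with all 4 transcription factors from 3 to 18, those with 2 or more of the other markers from 10 to 24 and with *Nfatc1* from 51 to 93. The highest share with *Neurod6* ran from 11.8%, without mouse 2 and with only 5 of the 21 cells left, to 34.0%, and with *Gad2* from 1.11% to 8.00%. The cells ran from 1010 to 1706, the neuron-like cells from 753 to 1212 and the glia-like share from 7.77% to 9.03%. Fewer cells lower the counts by construction.

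No paired analysis was possible because there is 1 condition. An upper limit of 8000 genes and no cell filter changed nothing, since no deposited cell has more than 5000 listed genes and the table was already filtered. Results for all sorted cells and for glia were not run, because only neurons were analysed here. Depth limits mouse 1 most, where 137 of 354 cells fall below 3000 UMIs of listed genes.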

Differences from the paper's values

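The paper gives 11 clusters of neurons and 13 were found here with 20 components and resolution 0.5, which is within a factor of 1.5. The methods state these settings for the merged cells and give none separately for the neurons. With 30 principal components, an alternative set before the data were examined, the number was 11.

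The paper states that the *Ednrb* -/- neurons lack a cluster marked by *St18*, *Ebf1*, *Neurod6* and *Trps1*. It also reports an absence of Neurod6 and Gad2 neurons by immunostaining, which was not analysed here. Here cluster 12, with 21 neurons, had these genes in 71.4%, 85.7%, 81.0% and 61.9% of its cells, and all 4 in 9 cells, each from mouse 2. No such separate cluster formed with 30 principal components or without replicate 1 or 3, alternatives set before the data were examined, nor at resolution 0.3, with 10 principal components, with the symbols of one annotation left out or with mouse 2 clustered alone, which were chosen after seeing the values. In those settings *Neurod6* was in at most 34.0% of a cluster. At resolution 4.0, also set before the data were examined, the 21 cells lay in a cluster of 31 with *Neurod6* in 54.8%. None formed without replicate 2 or with mouse 3 alone either, but only 5 of the 21 cells remain there, nor with mouse 1 alone, where 0 remain, so these settings decide nothing.

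The paper states that neurons marked by *Gad2*, *Kcnd2*, *Galr2* and *Cdh7* together are absent. No neuron had all 4 genes here, but this counts single cells, whereas the paper compared expression between clusters. At the shares of cluster 12 only 0.287 of its 21 cells would have all 4, so the 0 does not tell whether neurons like these carry them. The same cluster 12 had *Kcnd2* in 90.5%, *Cdh7* in 33.3%, *Galr2* in 23.8% and *Gad2* in 19.0% of its cells, and 2 neurons had 3 or more of *Gad2*, *Neurod6*, *Galr2* and *Cdh7*. In the settings above without a separate cluster, *Gad2* was in at most 12.9% of a cluster, at resolution 4.0, and in at most 8.00% in the others.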

Other observations

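The tests of mouse 1 below rest on alternatives that were chosen after seeing the data. The tests of the glial genes were set after their results were seen.

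The neurons of mouse 1 clustered apart from those of mice 2 and 3. Only 5.37% of them lay in clusters to which mice 2 and 3 gave at least as many cells. With other resolutions, seeds, numbers of components or of variable genes, and with confounding or marker genes left out, this share ran from 0.282% to 13.8%, the highest with 30 principal components. Across 9616 genes, the log2 of CPM + 1 in mouse 1 had a Pearson correlation of 0.743 with mouse 2 and 0.742 with mouse 3, against 0.984 between mice 2 and 3. These values are across genes, which are not independent replicates. At 20 CPM or more, 132 symbols were found in mouse 1 with no UMI in mice 2 and 3, and 84 in mice 2 and 3 with none in mouse 1, whereas 0 were found in mouse 2 alone or mouse 3 alone. In 72 cases the symbol in mice 2 and 3 is an older name of one in mouse 1, such as *Ctgf* for *Ccn2*, so the library of mouse 1 may have been counted with another annotation. If these symbols were the cause, leaving them out of the variable genes would mix the mice. The share in shared clusters was 20.6%, and 19.4% with thinning as well, both above that range, which leaves most cells of mouse 1 apart. Genes counted in all mice but over different gene models were not removed by this, so the annotation stays open, alone or together with depth. Over the 9407 symbols with UMIs in every mouse, the correlations were 0.891 and 0.894 against 0.983. Lower depth as the whole cause is argued against, since only 0.922% of the 217 cells of mouse 1 that could be thinned lay in shared clusters, within that range. A difference between the animals or the preparations was not tested, and 1 library cannot separate them.

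Cluster 1, with 318 cells kept as neurons, carried glial as well as neuronal genes, with *Sox10* in 91.8% of its cells. Its glial markers were 2.67 times and its neuronal markers 0.430 times those of the other neurons of mice 2 and 3. Doublets of a neuron and a glial cell would hold more UMIs, and the median of these cells was 1.22 times that of the others, a rise that doublets and larger single cells could both give. The 2 cannot be told apart, because glial cells were not analysed here. Cluster 2, with 240 cells, detected glial markers at a mean rate of 50.3% and neuronal markers at 43.3%, with *Sox2* in 60.4% and *Sox6* in 47.1% of its cells. Its neuronal markers were 0.191 times those of the other neurons of mice 2 and 3 and its median UMIs 0.726 times theirs, which argues against doublets for this cluster as a whole. No biological explanation was tested.

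Other genes of GABA signalling were also measured. *Gad1* was detected in 16 neurons, 0.690% ± 0.314 (SD, n = 3 mice), in 0 of the 21 cells of cluster 12, which allows a share of up to 14.3%, and in 0 of the 64 smooth muscle-like cells. The vesicular transporter *Slc32a1* had 0 UMIs in 2060 neurons, which allows a share of up to 0.146%.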
